A study of Homo sapiens with 12 samples. Its data were reported in "CDK12 loss in cancer cells affects DNA damage response genes through premature cleavage and polyadenylation" (2019).

How the data were processed

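RNA of Kelly and IMR-32 neuroblastoma cells was measured on 12 GeneChip PrimeView arrays, with 2 arrays for each of 6 groups (DMSO, 100 nM and 400 nM THZ531 for 6 h in each line). Groups and replicate numbers were taken from the labels alone. The deposited values are a linear intensity for each probe set and array, normalized by the authors. Per the submitters' processing notes the arrays were summarised with MAS5 and the affy package in R 3.1.3. Per the methods of the study the values were then renormalized by a loess curve fitted to ERCC spike-in probe sets of a custom array definition, after a step that took the numbers of cells and the spike-ins into account. The table holds 49495 rows with intensities from 0.893 to 33560 and was not log transformed or centred. The scaling between arrays was kept as deposited. The nearly equal levels of the 100 ERCC rows follow from it and do not test it. Among rows not used for it, hybridisation controls had mean log2 levels of 10.51 and 10.53 in the IMR-32 400 nM arrays against 10.85 and 11.31 in DMSO, and 10.55 and 11.03 at 100 nM. In Kelly they had 10.87 and 11.03 in DMSO, 11.16 and 10.63 at 100 nM and 10.75 and 10.90 at 400 nM, so they were lowest in arrays with large falls of the median gene. Poly(A) controls ran from 9.30 to 10.10.

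Values were log2 transformed without a pseudocount. Probe sets were named through the platform annotation, updated by gene identifier: 45284 probe sets had 1 gene symbol, 1333 had several and 2682 were not in the annotation. Besides the 100 ERCC rows, 102 rows were array controls, and a few rows are in more than 1 of these classes. For the 11826 genes with several probe sets, the probe set with the highest mean over all 12 arrays stood for the gene, which gave 18244 genes. No filter on low values was used. Genes on the Y chromosome were not named. Gene spans for 18192 genes came from the annotation of assembly GRCh38.p14. Of 2 planned measures of the relation with span, 1 is not reported here, and the alternatives were run on the difference between the longest and shortest quartile, chosen after the results were seen.

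Group means were fitted to all 12 arrays with lmFit and eBayes of limma 3.58.1 in R 4.3.3, so that the 6 groups shared 1 estimate of the spread with 6 residual degrees of freedom (prior degrees of freedom 2.85, prior SD 0.297). Each contrast was tested two-sided with Benjamini-Hochberg adjustment over genes at an FDR of 0.05. The contrasts were each dose against DMSO within a line, the mean of both lines at 400 nM, 400 against 100 nM within a line, the difference in the effect of 400 nM between the lines, and Kelly against IMR-32 in DMSO. Labels were read with jsonlite 2.0.0 and figures drawn with matplotlib 3.10.9 and pandas 2.3.3. The number of arrays limits the precision, since 2 arrays per group give each mean. On simulated data with 200 of 18244 genes changed, the fit recovered 2% of changes of 1 and 47% of changes of 2 on the log2 scale for Kelly at 400 nM, with 0 false calls among 49. For IMR-32 at 400 nM it recovered 2% and 46%, with 3 false calls among 51. The simulated arrays had independent noise of equal spread and few changed genes. These shares therefore do not give the power of a comparison in which many genes change.

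Before the data were examined, 37 gene lists, a set of genes to be reported whatever their values (19 had a probe set) and a rule for other named genes were written down. The rule takes, at 400 nM, the 10 largest falls and 10 largest rises among genes that passed the test, whose treated arrays all lay beyond the DMSO arrays, and whose higher group mean was above the median of all rows (6.40 on the log2 scale). It takes 4 each way for 100 nM and dose steps, 5 each way for the lines in DMSO, and the 2 to 4 members with the smallest adjusted p of each list described. Lists were tested with camera (preset correlation 0.01), with camera with an estimated correlation and with fry, adjusted over the 37 lists. The union of 7 repair and damage lists (142 measured genes) was tested as 1 set. Correlations between the changes at 2 doses share their DMSO arrays and were set against 50 simulated sets of unchanged groups.

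Alternatives fixed before the data were examined were median centring, quantile normalization, shifting each array to equal ERCC means, the mean of all probe sets of a gene, every probe set separately, only rows above the median of all rows, only the arrays of the comparison, eBayes with trend and robust options, the replicate number as a block, and leaving out each array of the comparison. Leaving out arrays outside a comparison, and leaving out 3 arrays together, were chosen after seeing the data. Probe sets with several gene symbols or none were left out of the gene tests and counted apart.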

Results

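Gene expression was measured on 12 PrimeView arrays in 2 human neuroblastoma cell lines, Kelly and IMR-32. Cells were treated for 6 h with DMSO or with 100 or 400 nM THZ531, a covalent inhibitor of CDK12 and CDK13, kinases that act on elongating RNA polymerase II. Each of the 6 groups held 2 arrays, which the labels call biological duplicates, and the number of arrays limits the precision of every value. The authors scaled the intensities to ERCC spike-in RNAs, so a shift of most genes is left in the data. Median intensity per array ran from 55.9 to 131.8 over 49495 rows, while the mean log2 intensity of 100 ERCC rows lay between 6.26 and 6.29, as that scaling sets it. For 18244 genes, log2 changes are given with the standard error from limma (± SE, n = 2 arrays per group), and adjusted p is from limma with Benjamini-Hochberg adjustment at an FDR of 0.05. An exact permutation test of 2 arrays against 2 cannot go below p = 0.333 (two-sided), so the limma values rest on a spread pooled over genes and groups.

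The arrays of the same group were not equally alike. Against the DMSO mean of its line, the median gene changed by −0.17 and −0.48 in the 2 Kelly 100 nM arrays, and by −0.34 and −0.16 in the 2 Kelly 400 nM arrays. In IMR-32 it changed by −0.50 and −0.06 at 100 nM and by −0.63 and −0.75 at 400 nM. Kelly 100 nM replicate 2, Kelly 400 nM replicate 2 and IMR-32 100 nM replicate 2 each stood apart from replicate 1 of their group, but 2 arrays cannot show which is unusual. Each comparison was also run without these 3 arrays, an alternative chosen after their values were seen. It kept the smaller response in Kelly at 100 nM and the larger in the other 2 groups. It also took the differences within these groups out of the pooled spread. Leaving out replicate 1 of these groups together was not run.

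**Figure D1:**
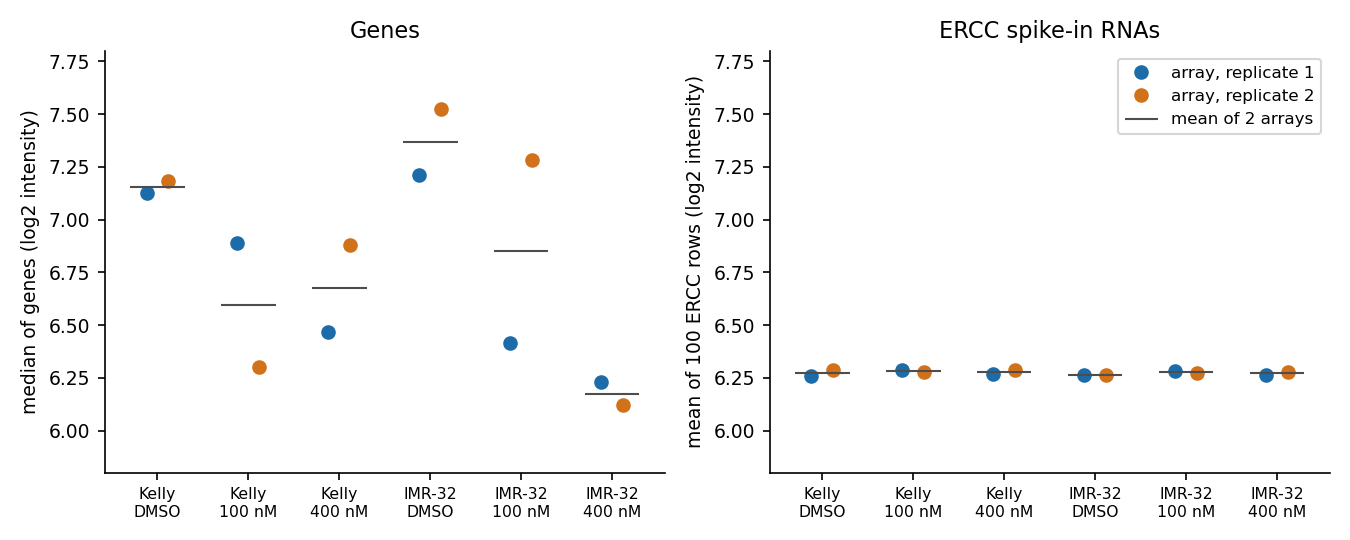
Median log2 intensity of 18244 genes (left) and mean log2 intensity of 100 ERCC rows (right) for each of 12 arrays, as points, with the mean of 2 arrays per group as a line. The ERCC means, which the scaling sets, stay between 6.26 and 6.29, whereas the gene medians differ between groups and between replicates of 3 treated groups.

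The question of the IMR-32 comparison at 400 nM was which genes lose expression when CDK12 and CDK13 are inhibited, with DNA repair genes as the group of interest. RNF111, which encodes a ubiquitin ligase, fell by 5.42 ± 1.26 on the log2 scale, and PTCH1, the Hedgehog receptor, fell by 5.35 ± 1.07, although 1 of its 4 other probe sets had the opposite sign. MALSU1, a mitochondrial ribosome assembly factor, fell by 5.16 ± 0.79, and UMPS, an enzyme of pyrimidine synthesis, fell by 5.11 ± 1.12. The transcription factors E2F6 and E2F5 changed by −5.05 ± 0.87 and −4.83 ± 1.10, the deubiquitinase gene USP38 fell by 5.02 ± 0.97 and the orphan nuclear receptor gene ESRRG fell by 4.92 ± 1.14. EIF4ENIF1, which carries the translation factor eIF4E, fell by 4.86 ± 1.00, and FBXO28, an F-box protein gene, fell by 4.78 ± 1.05. Among the largest rises were probe sets named for 3 small nucleolar RNAs, SNORA65 (3.72 ± 0.90), SNORA74A (2.46 ± 0.66) and SNORA50C (2.44 ± 0.57), and for the small nucleolar RNA host gene SNHG17 (2.62 ± 0.58). The polo-like kinase gene PLK2 rose by 3.44 ± 1.07, the early response genes IER3 and ARC by 3.09 ± 0.60 and 2.63 ± 0.55, RGS16, a regulator of G protein signalling, by 2.64 ± 0.64, and the kinase gene SGK1 by 2.57 ± 0.80. DPY19L3 rose by 2.96 ± 0.87, but 2 of its 4 other probe sets had the opposite sign. For these 20 genes the limma adjusted p ran from 0.0174 to 0.0342, and both treated arrays lay beyond both DMSO arrays.

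Over all genes, 7124 of 18244 (39.1%) fell and 72 (0.395%) rose in IMR-32 at 400 nM by limma. The median change of all genes was −0.67, so values of gene groups are also given relative to it. With each array centred on its median, which moves the median change to 0.52, 2639 genes were lower and 5621 higher, so that 31.9% instead of 99.0% of the calls were lower. With quantile normalization 2009 were lower and 1351 higher (59.8% of the calls lower), and 1857 falls and 72 rises were shared by the 3 scalings. Both other scalings raised the median change, so they could hardly remove a rise and do not test the rises. Without 1 array of the comparison 0 genes passed by limma: at an unadjusted p under 0.05, 8187 were lower and 80 higher without DMSO replicate 1, 5317 and 118 without DMSO replicate 2, 7149 and 62 without 400 nM replicate 1, and 6220 and 97 without 400 nM replicate 2. Without either 1 of the IMR-32 100 nM arrays the rises numbered 117, and without the 3 arrays that stood apart 10568 genes were lower and 178 higher, with all 7124 falls and all 72 rises among them.

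CDK12 and CDK13, the targets of the compound, changed by −2.68 ± 0.57 and −3.62 ± 0.81 in IMR-32 at 400 nM, and CCNK, their cyclin, fell by 1.65 ± 0.28 (adjusted p from 0.0174 to 0.0175, limma). Among repair genes fixed in advance, EXO1, an exonuclease of end resection, fell by 4.12 ± 0.87. PALB2, a partner of homologous recombination, changed by −3.6 ± 0.78, the helicase gene BLM by −3.44 ± 0.79, and the checkpoint kinase gene ATR by −2.95 ± 0.81. BARD1 and its partner BRCA1 changed by −2.86 ± 0.84 and −2.40 ± 0.84, the latter with a limma adjusted p of 0.0496. The nuclease gene FAN1 changed by −2.35 ± 0.84 (adjusted p = 0.0519, limma) and the checkpoint kinase gene ATM by −0.03 ± 0.54 (adjusted p = 0.969, limma), and ATM changed by 1.17 with median centring and by 0.83 with quantile normalization. PCF11, a cleavage and termination factor, fell by 2.72 ± 0.67, and the splicing factor gene CDC5L fell by 2.06 ± 0.57. The oncogene MYC rose by 2.12 ± 0.54, and MYCN, the amplified oncogene of these lines, fell by 0.85 ± 0.21, although it changed by 0.35 with median centring. SNRNP70, a U1 component, fell by 0.80 ± 0.24 but changed by 0.40 with median centring, and the splicing gene SF3B1 changed by −1.23 ± 0.57 (adjusted p = 0.112, limma). The control genes GAPDH and ACTB changed by −0.31 ± 0.20 and −0.29 ± 0.20, and by 0.89 and 0.91 with median centring. Each gene called here moved the same way in both 400 nM arrays. These calls ended when 1 of the 4 IMR-32 DMSO or 400 nM arrays was left out, as for the counts above.

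**Figure D2:**
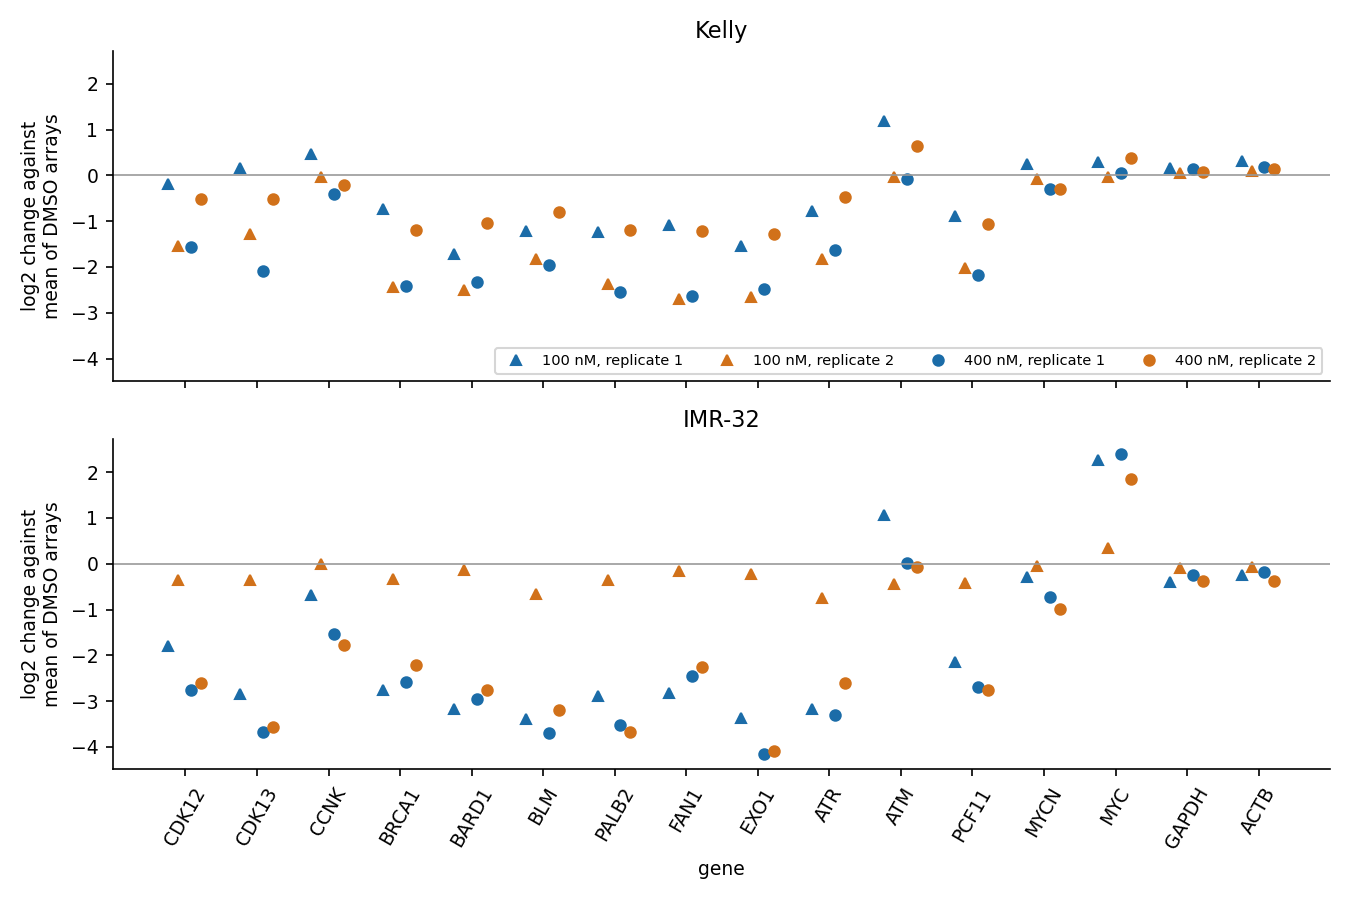
Log2 change against the mean of the DMSO arrays of the line for 16 genes fixed in advance, with 1 point per treated array. In IMR-32 both 400 nM arrays lie below −2 for CDK12, CDK13, BLM, PALB2 and EXO1, while 100 nM replicate 2 lies near 0 for most genes.

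DNA damage response genes as a whole fell more than other genes in IMR-32 at 400 nM by the test with a preset correlation. Of 142 measured members of 7 lists, 103 fell and 0 rose, or 118 and 0 when adjusted over the list alone. Their median change was −1.62, and −0.95 relative to the median gene (camera p = 1.53e-06, and p = 0.475 with an estimated correlation). The median was −0.43 with median centring and −0.41 with quantile normalization, the latter −0.59 relative to the median gene. The study reported this theme from these arrays, so the count is not independent evidence of its direction. In the homologous recombination and Fanconi anaemia list 32 of 40 members fell (35 adjusted over the list alone), among them FANCE (−2.41 ± 0.42) and the Fanconi translocase gene FANCM (−3.40 ± 0.66). In the checkpoint list 22 of 28 fell (24 adjusted over the list alone), including the phosphatase gene CDC25A (−3.34 ± 0.47) and the kinase gene WEE1 (−2.76 ± 0.56). Camera gave both lists an adjusted p of 0.00151, and adjusted p = 0.795 with an estimated correlation. With the genes restricted to rows above the median level, both lists had a camera adjusted p of 0.115. The lists of end joining and mismatch repair genes did not pass (camera adjusted p = 0.287 and 0.955), and that of nucleotide excision repair (0.0423) lost its call with median centring (0.133), quantile normalization (0.929), rows above the median level (0.611), the arrays of the comparison alone (0.189) and trend and robust options (0.0855), without DMSO replicate 1 (0.0587), DMSO replicate 2 (0.0707) or 400 nM replicate 1 (0.129), and with an estimated correlation (adjusted p = 0.795). Base excision repair (0.00648) lost its call with quantile normalization (0.211), rows above the median level (0.166) and the arrays of the comparison alone (0.0632), and translesion synthesis (0.0096) with rows above the median level (0.191) and without 400 nM replicate 1 (0.061), and both had adjusted p = 0.795 with an estimated correlation.

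Other groups of genes fell with them. The study drew themes of transcription, kinetochores, nuclear pores and ubiquitin ligases from these arrays, so the mitosis, Mediator, CDK, nuclear pore and ubiquitin ligase lists are not independent evidence. In the mitosis list 28 of 32 members fell (30 adjusted over the list alone), including the kinase gene AURKA (−3.40 ± 0.63), the motor gene KIF11 (−3.62 ± 0.69) and the centromeric histone gene CENPA (−4.38 ± 0.85; camera adjusted p = 0.000208). In Mediator, which bridges transcription factors and RNA polymerase II, 22 of 27 fell (23 adjusted over the list alone), including MED26 at −2.59 ± 0.23 and MED31 at −2.87 ± 0.47 (camera adjusted p = 0.000188). Of 67 zinc finger genes, most of them with a KRAB domain, 57 fell (59 adjusted over the list alone), including ZNF184 at −2.67 ± 0.40 (camera adjusted p = 3.07e-06). Of 40 DNA replication genes 26 fell (30 adjusted over the list alone), and of 16 transcription CDKs and cyclins 12 fell (14 adjusted over the list alone), including CDK7 at −3.24 ± 0.58. Of 18 adrenergic neuroblastoma transcription factors, which hold the identity of these cells, 14 fell (16 adjusted over the list alone), including GATA3 at −1.95 ± 0.31, ISL1 at −2.73 ± 0.45 and HAND1 at −2.60 ± 0.44. In 2 further lists 20 of 28 nuclear pore genes and 27 of 37 cullin and APC/C ubiquitin ligase genes fell (28 and 31 adjusted over the list alone). Camera gave the last 5 lists adjusted p from 0.00132 to 0.0101, and each of these 8 lists adjusted p = 0.795 with an estimated correlation. With only rows above the median level, camera calls were kept for mitosis, Mediator and the zinc fingers and ended for DNA replication (adjusted p = 0.191), the CDKs (0.115), the adrenergic factors (0.221), nuclear pore (0.166) and ubiquitin ligases (0.139).

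Replication-dependent histone genes, whose mRNAs end in a stem loop and not in a poly(A) tail, went the other way. In IMR-32 at 400 nM 15 of 52 members rose and 1 fell, or 15 and 0 when adjusted over the list alone, with H2AC8 at 2.28 ± 0.42, H2BC15 at 1.69 ± 0.35, H4C4 at 1.64 ± 0.34 and H2AC17 at 1.51 ± 0.34. H1-2, named after its value was seen, was the member that fell, by 0.69 ± 0.24. The list median was 0.31, or 0.98 relative to the median gene, and stayed positive with median centring (1.5) and quantile normalization (1.20). Camera gave adjusted p = 4.48e-45, and adjusted p = 0.0494 with an estimated correlation. Immediate early genes, which respond within minutes to stimuli, split: FOS (1.37 ± 0.24), IER2, JUNB, EGR1 and 6 others rose, while SRF (−1.94 ± 0.26), DUSP4 (−1.99 ± 0.29), NR4A1 (−1.91 ± 0.37), DUSP5 (−1.60 ± 0.32) and JUND (−1.24 ± 0.29) fell, members in part named after their values were seen. Of its 32 members 10 rose and 5 fell, with the same counts adjusted over the list alone, and the camera adjusted p was 1.2e-17, but adjusted p = 0.181 with an estimated correlation. Of 60 ribosomal protein genes 0 passed by limma or adjusted over the list alone, and their median was −0.26. That was 0.41 relative to the median gene (camera adjusted p = 0.000784, 0.202 with trend and robust options, and adjusted p = 0.795 with an estimated correlation) and −0.16 relative to it with quantile normalization (camera adjusted p = 0.968). Across the 37 lists, camera called 17 lower and 8 higher, and 1 with an estimated correlation, the histones. Fry, which tests a list for a shift in 1 direction and not against other genes, called 29 (smallest adjusted p = 0.0237).

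**Figure D3:**
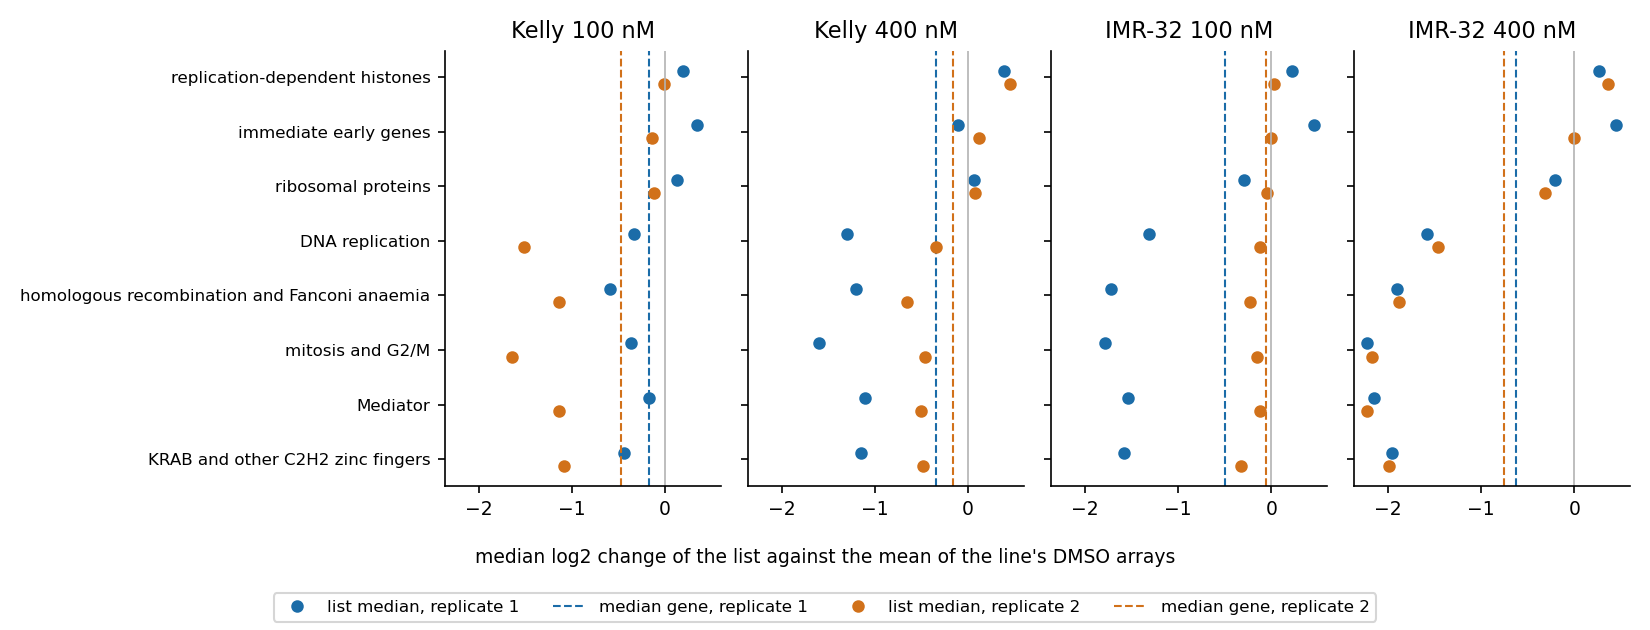
Median log2 change of 8 gene lists in each treated array against the mean of the DMSO arrays of its line, as points, with the median of all genes of that array as a dashed line. Histones lie right of the median gene in all 8 treated arrays, also with other scalings of the group values, while mitosis and Mediator lie left of it at 400 nM.

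In Kelly cells at 400 nM, the repair, mitosis, Mediator and histone lists had medians of the same signs as in IMR-32, and 0 genes passed by limma (smallest adjusted p = 0.503). At an unadjusted p under 0.05, 1176 genes were lower and 136 higher, and the median change of all genes was −0.26, or 0.22 with median centring and 0.09 with quantile normalization. Both kinase targets had negative values, CDK12 at −1.04 ± 0.57 and CDK13 at −1.30 ± 0.81, as had PALB2 (−1.87 ± 0.78), EXO1 (−1.88 ± 0.87), BRCA1 (−1.80 ± 0.84), BARD1 (−1.68 ± 0.84) and PCF11 (−1.61 ± 0.67), with limma adjusted p from 0.503 to 0.508. ATM was at 0.28 ± 0.54, with all 4 of its other probe sets of opposite sign and −0.07 without 400 nM replicate 2, and MYC was at 0.21 ± 0.54. Without either 1 of the IMR-32 100 nM arrays, which enter only through the pooled spread, 393 genes were lower and 34 higher, and without the 3 arrays that stood apart 6095 were lower and 112 higher. With the 4 arrays of this comparison alone, limma called 0 genes, with 3721 lower and 179 higher at an unadjusted p under 0.05.

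The 142 DNA damage response genes had a median of −0.80 in Kelly at 400 nM, or −0.53 relative to the median gene, and 0 passed by limma over all genes or adjusted over the list alone (camera p = 2.56e-06, and p = 0.484 with an estimated correlation). The median was −0.31 with median centring and −0.29 with quantile normalization, the latter −0.38 relative to the median gene. In single arrays the median was −1.09 and −0.47. Low values included RAD52 at −1.32 ± 0.45 and XRCC2 at −1.06 ± 0.39, both of homologous recombination, and the checkpoint genes WEE1 (−1.58 ± 0.56) and UIMC1 (−1.68 ± 0.62). Of the mitosis genes, INCENP was at −1.03 ± 0.37 and CCNB1 at −1.75 ± 0.76, and of Mediator MED7 was at −2.15 ± 0.81 and MED1 at −1.87 ± 0.77. Camera gave adjusted p = 0.000414 for mitosis and 0.00148 for Mediator, and adjusted p = 0.786 with an estimated correlation for both. Histone genes had a median of 0.43, or 0.69 relative to the median gene, with median centring 0.91 and with quantile normalization 0.83 (camera adjusted p = 2.1e-32, and adjusted p = 0.114 with an estimated correlation). Of 52 histone genes 0 passed over all genes by limma and 8 rose when adjusted over the list alone, with H2AC17 at 1.77 ± 0.34, H2AC7 at 1.09 ± 0.23, H3C8 at 0.92 ± 0.20 and H3C4 at 0.95 ± 0.21. Of 37 lists camera called 15 lower and 7 higher, 0 with an estimated correlation and 0 by fry (smallest adjusted p = 0.295), and 11 without 400 nM replicate 1.

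The mean change of the 2 lines at 400 nM was tested too. It does not show that both lines responded, since 1 line can carry it and 0 genes passed in Kelly alone. CDK12 and CDK13 fell (−1.86 ± 0.40 and −2.46 ± 0.57), as did the repair genes EXO1 (−3.0 ± 0.61), PALB2 (−2.73 ± 0.55), FAN1 (−2.14 ± 0.59) and BRCA1 (−2.10 ± 0.60), with limma adjusted p from 0.0182 to 0.0253. PCF11 fell by 2.17 ± 0.47, and MYCN fell by 0.57 ± 0.15 but changed by 0.27 with median centring. IER3 rose by 2.43 ± 0.43, H2AC8 by 1.99 ± 0.30, MYC by 1.17 ± 0.38 and FOS by 1.08 ± 0.17, with MYC at 0.21 ± 0.54 in Kelly and 2.12 ± 0.54 in IMR-32. Fry called 30 of 37 lists. Of the 142 DNA damage response genes 103 fell and 1 rose (117 and 1 adjusted over the list alone), and 19 of 52 histone genes rose and 0 fell, with the same counts adjusted over the list alone (camera adjusted p = 1.23e-50, and adjusted p = 0.0364 with an estimated correlation). PMS1, a mismatch repair gene named after its value was seen, was the member that rose, by 1.25 ± 0.43 (adjusted p = 0.0487, limma).

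In all, 7001 genes fell and 81 rose in the mean of both lines by limma. Median centring gave 3045 lower and 6805 higher (30.9% of the calls lower against 98.9% as deposited) and quantile normalization 2498 and 2598 (49.0%), with 2251 falls and 81 rises shared by the 3 scalings. Here too both other scalings raised the median change and do not test the rises. By limma 0 genes passed without Kelly DMSO replicate 1, Kelly DMSO replicate 2, Kelly 400 nM replicate 1, IMR-32 DMSO replicate 2, or IMR-32 400 nM replicate 1 or IMR-32 400 nM replicate 2, while 7533, 7238, 6898, 6626, 7708 and 7186 genes were lower and 101, 139, 126, 133, 86 and 136 higher, in that order, at an unadjusted p under 0.05. The rises numbered 50 without Kelly 400 nM replicate 2, 44 without IMR-32 DMSO replicate 1, and 137 without either 1 of the IMR-32 100 nM arrays. Across genes, which are not independent replicates, the changes at 400 nM in the 2 lines had r = 0.792 and rho = 0.753, and 75.9% had the same sign.

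**Figure D4:**
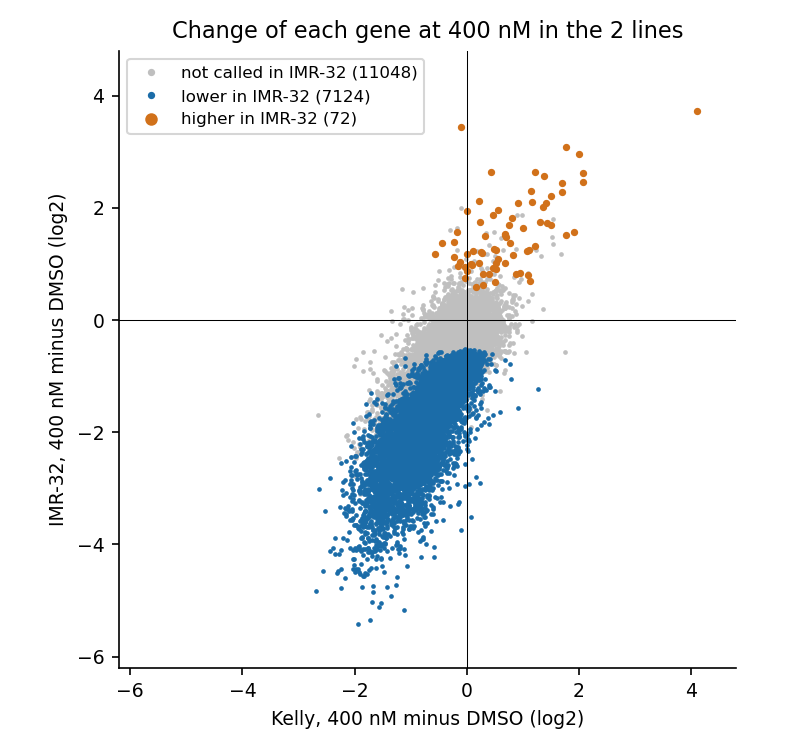
Log2 change of each of 18244 genes at 400 nM against DMSO in Kelly (x axis) and IMR-32 (y axis), coloured by the limma call in IMR-32. The 7124 genes lower in IMR-32 lie mostly at negative values in Kelly too, where 0 genes passed. With median centring more genes are called higher than lower in IMR-32.

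Whether the effect of 400 nM differed between the lines was tested as an interaction. By limma 0 genes passed (smallest adjusted p = 0.398), with 33 at a lower and 1871 at a higher value in Kelly than in IMR-32 at an unadjusted p under 0.05. MED26 had the difference 2.25 ± 0.33 (adjusted p = 0.398, limma), named after its value was seen. Without either 1 of the IMR-32 100 nM arrays 1282 genes passed, with the arrays of the comparison alone 2092, and without the 3 arrays that stood apart 2835.

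At 100 nM the question was whether a lower dose gives the same response. In IMR-32, BLM was at −2.03 ± 0.79, ATR at −1.96 ± 0.81, EXO1 at −1.80 ± 0.87, CDK13 at −1.60 ± 0.81 and MYC at 1.30 ± 0.54. In replicates 1 and 2 the values were −3.40 and −0.67, −3.16 and −0.75, −3.36 and −0.23, −2.85 and −0.35, and 2.26 and 0.34, in that order. In Kelly, BARD1 was at −2.11 ± 0.84, EXO1 at −2.10 ± 0.87, the histone gene H2BC21 at 1.38 ± 0.43 and MED26 at 1.16 ± 0.23. By limma 0 genes passed in either line: at an unadjusted p under 0.05, 1813 were lower and 136 higher in Kelly (smallest adjusted p = 0.426), and 723 and 83 in IMR-32 (0.465). The median change of all genes was −0.33 in Kelly and −0.30 in IMR-32, or 0.23 and 0.22 with median centring. Median centring called 4 genes higher in Kelly and 2 were called without either 1 of the IMR-32 100 nM arrays. Without IMR-32 100 nM replicate 2, 5020 genes were lower and 125 higher in IMR-32. Without the 3 arrays that stood apart, 725 were lower and 130 higher in Kelly and 7899 and 281 in IMR-32.

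Among the lists at 100 nM, the homologous recombination and Fanconi anaemia genes had a median of −1.04 in IMR-32 (camera adjusted p = 2.89e-06, and adjusted p = 0.963 with an estimated correlation) and −0.81 in Kelly (0.0215 and 0.969). In single arrays their median was −1.72 and −0.23 in IMR-32 and −0.59 and −1.14 in Kelly. Histone genes had a median of 0.12 in IMR-32 (camera adjusted p = 1.43e-10, and adjusted p = 0.517 with an estimated correlation) and 0.07 in Kelly (7.47e-12 and 0.969), which were 0.42 and 0.40 relative to the median gene. All DNA damage response genes together had medians of −0.83 in IMR-32 (camera p = 9.9e-09, and p = 0.398 with an estimated correlation) and −0.81 in Kelly (0.00103 and 0.621), with −1.51 and −0.15 in the 2 IMR-32 arrays and −0.38 and −1.14 in the 2 Kelly arrays. In these lists 0 members passed by limma over all genes or adjusted over the list alone. Camera called 12 lists lower and 4 higher in IMR-32, or 2 in all without 100 nM replicate 1, and 5 lower and 5 higher in Kelly, or 4 in all without DMSO replicate 1 and 6 without 100 nM replicate 2. Across genes, the changes at 100 and 400 nM had r = 0.859 in Kelly and 0.894 in IMR-32, where unchanged groups that share their DMSO arrays gave r = 0.501 in simulations. Their covariances were 0.249 and 0.445 against 0.0857 simulated. In Kelly r was 0.651 without 100 nM replicate 2, and in IMR-32 it was 0.392 without 100 nM replicate 1.

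Between the doses, MED26, a Mediator subunit, fell by 2.58 ± 0.23 from 100 to 400 nM in IMR-32 (adjusted p = 0.0295, limma), with both 400 nM arrays below both 100 nM arrays. It was the 1 gene called there, with 3563 lower and 46 higher at an unadjusted p under 0.05. In Kelly, MED26 was at −1.50 ± 0.23 for the same step, and 0 genes passed by limma, with 165 lower and 385 higher at an unadjusted p under 0.05. The call in IMR-32 was not stable: leaving out any 1 of the other 11 arrays gave 0 genes, leaving out 100 nM replicate 1 gave 6058, and median centring and quantile normalization gave 31 and 71. In Kelly 40.8% of genes had a negative dose step, and from 20.1% to 67.8% when 1 treated Kelly array was left out. Without the 3 arrays that stood apart it was 69.2%, so the direction in Kelly depended on the arrays kept. In IMR-32 it was 92.2%, and 73.3% without the 3 arrays.

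The lines differed before treatment. The neuronal transcription factor gene NHLH2 was lower in Kelly than in IMR-32 by a log2 difference of −6.97 ± 0.18 (adjusted p = 6.19e-07, limma), as were FAM162B (−6.58 ± 0.32), the transcription factor gene ZIC2 (−6.46 ± 0.37), the protein kinase A inhibitor gene PKIB (−5.80 ± 0.39) and ENPP2, which encodes autotaxin (−5.68 ± 0.26). Higher in Kelly were RGS5, a regulator of G protein signalling (6.42 ± 0.29), the cancer-testis antigen genes MAGEA1 (6.16 ± 0.23) and PRAME (5.95 ± 0.34), EPAS1, which encodes the hypoxia factor HIF-2 alpha (6.07 ± 0.31), and TRIM29 (5.88 ± 0.25). Both arrays of a line lay on the same side for these 10 genes, and the limma adjusted p of the other 9 ran from 5.45e-06 to 6.35e-05. In all 551 genes were lower and 362 higher in Kelly, with a median difference of −0.11, and 454 and 337 of them were shared by the 3 scalings. The calls numbered 1616 with median centring and 1734 with quantile normalization. They numbered 356 and 366 without Kelly DMSO replicate 1 and 2, 411 and 384 without IMR-32 DMSO replicate 1 and 2, 1983 without either 1 of the IMR-32 100 nM arrays, and 4782 without the 3 arrays that stood apart.

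The quartiles of genes with longer spans had lower values, and a list of very long genes lay between the shortest and the longest quartile at 400 nM. Gene spans were taken from assembly GRCh38.p14 for 18192 genes, since the array table names no genome build. In IMR-32 at 400 nM the median change was −0.37 in the quartile with the shortest spans (up to 9.27 kb), −0.63 in the next (up to 25.7 kb), −0.96 in the third (up to 67.5 kb) and −1.0 in the longest. By limma 24.9%, 39.8%, 47.4% and 44.4% of these genes fell. In Kelly at 400 nM the medians were −0.09, −0.23, −0.41 and −0.42. The median of the longest quartile minus that of the shortest was −0.63 in IMR-32 and −0.33 in Kelly at 400 nM, and −0.35 and −0.26 at 100 nM. With quantile normalization it was −0.38 in IMR-32 at 400 nM, and with rows above the median level −0.91 there, −0.55 in Kelly at 400 nM and −0.54 in Kelly at 100 nM. Per array it was −0.70 and −0.54 in IMR-32 and −0.50 and −0.13 in Kelly at 400 nM, and −0.59 and −0.083 in IMR-32 and −0.14 and −0.44 in Kelly at 100 nM. The 47 very long neuronal genes, a list fixed in advance with a median span of 1171 kb, had a median of −0.57 in IMR-32 at 400 nM, or 0.10 relative to the median gene (camera adjusted p = 0.591), and −0.34 in Kelly, or −0.07 relative to it (0.823). In IMR-32 15 of them fell by limma and 0 rose, or 14 and 0 when adjusted over the list alone. Across genes, which are not independent replicates, the change had rho = −0.51 with the mean level of the gene in IMR-32 at 400 nM. The very long genes had a median level of 6.25 against 6.84 for all genes (log2), so this list does not separate span from level.

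**Figure D5:**
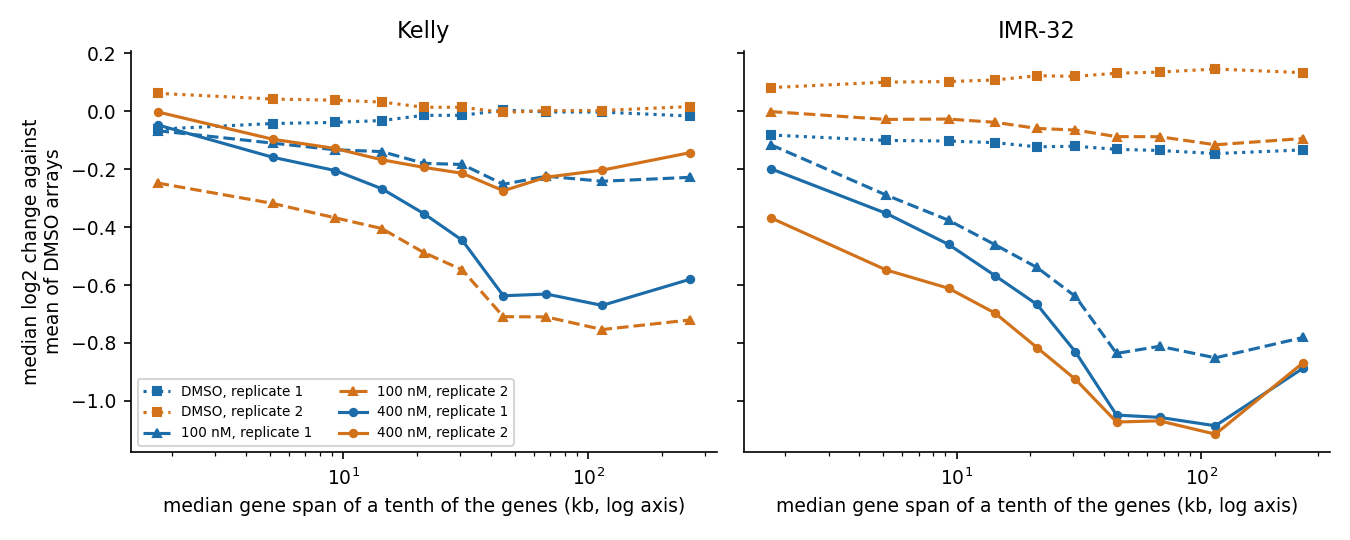
Median log2 change against the mean of the DMSO arrays of the line (y axis) for 10 groups of like number among 18192 genes ordered by gene span (x axis, kb, log axis), with 1 line per array. In both IMR-32 400 nM arrays the groups with long spans lie lower than the shortest, while both DMSO arrays stay near their own level throughout.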

Values the study reported

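The study reported that 57.4% of transcripts (n = 10,707) were downregulated and 0.35% (n = 66) upregulated at an FDR below 0.05 after 6 h of THZ531 in neuroblastoma cells.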

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

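The tests of gene lists in this part were fixed before the data were examined, and the counts of probe sets outside the gene table were chosen after other results were seen.

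The effect of 400 nM was compared between the lines as the change in Kelly minus the change in IMR-32, which had a median of 0.49 over all genes. By camera with a preset correlation, 5 lists differed from other genes. Mediator had a median difference of 1.13 (camera adjusted p = 0.031), KRAB and other zinc finger genes 1.07 (0.0137) and MYC targets in ribosome biogenesis 0.84 (0.0246), which were 0.64, 0.58 and 0.35 relative to the median gene. Histone genes had a median difference of 0.11 (1.18e-06) and immediate early genes −0.31 (5.88e-12), or −0.38 and −0.80 relative to the median gene. With median centring and quantile normalization in turn, the differences were 0.42 and 0.41 for Mediator, 0.35 and 0.48 for the zinc fingers, 0.13 and 0.092 for the MYC targets, −0.60 and −0.49 for histones and −1.03 and −0.91 for immediate early genes. With an estimated correlation each of the 5 lists had an adjusted p = 0.876, and by limma 0 members passed over all genes and 1 Mediator gene was higher when adjusted over the list alone.

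Of 2682 probe sets that are not in the gene table, 6 were higher and 634 lower in IMR-32 at 400 nM by limma. Of 1333 probe sets with several gene symbols, 15 were higher and 365 lower. Of 202 control rows 0 were higher or lower in either line by limma, and 100 of these are ERCC rows, which the scaling sets. The mean of the hybridisation controls was 10.51 and 10.53 in the IMR-32 400 nM arrays against 10.85 and 11.31 in DMSO (log2).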

How the results depend on the processing

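Leaving out arrays outside a comparison, or 3 arrays together (Kelly 100 nM, Kelly 400 nM and IMR-32 100 nM replicate 2), was chosen after seeing the data. Shifting the arrays to equal ERCC means changed no count by over 1.5 times. Over all alternatives, 553 comparison values kept their direction and side of the threshold, 4 lost their call, 4 reversed and the others moved. Of values for single genes 769 stayed, 156 lost their call, 18 gained one and 18 reversed, and of single lists 948 stayed, 83 lost their call and 3 reversed. Median centring sets each array to its median but does not balance the calls. In IMR-32 at 400 nM it left a median change of 0.52, with 33.4% of genes negative. The cause of the changes between alternatives was not tested. With 1 array left in a group, that array was assumed to vary like the other groups. Values near the lowest intensities (0.893) limit the changes that can be measured, and the distance from background was not measured here.

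In IMR-32 at 400 nM the genes lower and higher were 2639 and 5621 with median centring, 2009 and 1351 with quantile normalization, and 16594 and 149 probe sets when each was tested separately, where 1 gene can count several times. Higher genes numbered 41 with only rows above the median, 166 with the arrays of the comparison alone and 178 without the 3 arrays. For the mean of both lines the counts were 3045 and 6805, 2498 and 2598, and 16962 and 195, and higher genes numbered 50, 149 and 171. Without the 3 arrays 6095 genes were lower and 112 higher in Kelly at 400 nM, 725 and 130 in Kelly at 100 nM, and 7899 and 281 in IMR-32 at 100 nM. Median centring called 4 genes higher in Kelly at 100 nM. Without the 3 arrays the dose steps had 3855 genes in Kelly and 1083 in IMR-32, and the difference of the effect between the lines had 2835, against 2092 with the arrays of the comparison alone. The dose step in IMR-32 had 31 genes with median centring, 71 with quantile normalization, and 0 with the mean of probe sets, with every probe set, with the arrays of the comparison alone and with trend and robust options. At an unadjusted p under 0.05 the limma fit had given 3563 lower and 46 higher there. The lines in DMSO differed in 1616 genes with median centring, 1734 with quantile normalization, 2097 probe sets, 536 genes above the median, 4555 with the arrays of the comparison alone and 4782 without the 3 arrays.

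The replicate numbers were not taken to pair the arrays, since the labels tie them to no shared culture or day and 2 numbers are too few to tell from the data: deviations of same-numbered arrays had r from −0.78 to 0.26 in Kelly and from 0.16 to 0.27 in IMR-32. With the replicate number as a block, limma called 0 genes in the IMR-32 dose step and 356 genes between the lines in DMSO, and no other count moved by over 1.5 times.

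The median change of all genes with quantile normalization was 0.087 in Kelly and 0.18 in IMR-32 at 400 nM, and 0.089 and 0.070 at 100 nM. With only rows above the median it was −0.54 in Kelly and −1.20 in IMR-32 at 400 nM. With an estimated correlation the DNA damage response genes, at −0.53 and −0.95 relative to the median gene at 400 nM in Kelly and IMR-32 and at −0.48 and −0.53 at 100 nM, had p = 0.484, 0.475, 0.621 and 0.398, and the lists called numbered 0, 1, 0 and 0. With only rows above the median they numbered 10, 11, 5 and 10. In Kelly at 100 nM they numbered 16 with every probe set and 6 without the 3 arrays. The longest minus the shortest quartile of gene span was −0.38 in IMR-32 at 400 nM with quantile normalization, −0.48 with every probe set and −0.91 with rows above the median, and with the latter −0.54 in Kelly at 100 nM. The r between lines was 0.742 with quantile normalization and 0.743 without the 3 arrays, and between doses in Kelly 0.590 without them. Relative to the median gene, ribosomal protein genes changed by −0.10 in Kelly and −0.16 in IMR-32 with quantile normalization, and spliceosome genes by 0.18 in IMR-32 with rows above the median.

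With median centring and quantile normalization in turn, Kelly values at 400 nM were 0.18 and 0.27 for CCNK and 0.35 and 0.17 for SNRNP70, and IMR-32 values 1.17 and 0.83 for ATM and 0.89 and 0.040 for GAPDH. With median centring MYCN was at 0.19 in Kelly and 0.35 in IMR-32, and in IMR-32 SNRNP70 at 0.40 and ACTB at 0.91. ATM in Kelly was at −0.27 with the mean of probe sets and −0.072 without the 3 arrays.

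Leaving out each array in turn gave these ranges. Genes lower and higher were 0 to 393 and 0 to 34 in Kelly at 400 nM, 0 to 8567 and 0 to 117 in IMR-32 at 400 nM, 0 to 5020 and 0 to 125 in IMR-32 at 100 nM, and 0 to 8241 and 0 to 137 for both lines. Higher genes were 0 to 2 in Kelly at 100 nM. Genes called were 0 to 6058 in the IMR-32 dose step, 0 to 1282 for the difference of the effect and 356 to 1983 between the lines. The median change in IMR-32 at 400 nM ran from −0.80 to −0.58. Lists called were 11 to 24 and 4 to 13 in Kelly at 400 and 100 nM, and 2 to 18 in IMR-32 at 100 nM. The longest minus the shortest quartile of span ran from −0.70 to −0.51 in IMR-32 at 400 nM. The r between lines ran from 0.695 to 0.799, and between doses from 0.644 to 0.886 in Kelly and 0.392 to 0.907 in IMR-32. ATM ran from −0.072 to 0.63 in Kelly and −0.26 to 0.21 in IMR-32, and SF3B1 from −1.40 to 0.057 in Kelly.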

Other observations

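Of the tests in this part, those of exchanged labels, of an array without a response, of shared variation and of the small RNA class, and the limit of the test of other splits to those balanced within line, were chosen after the results were seen.

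Stress and metabolic genes gave a mixed picture in IMR-32 at 400 nM. Of 18 heat shock genes 6 fell (6 adjusted over the list alone), including the cochaperone genes DNAJB1 (−3.31 ± 0.60) and BAG3 (−1.72 ± 0.31), named after their values were seen, and 0 rose (camera adjusted p = 0.792). Of 25 p53 targets 14 fell and 1 rose (15 and 1 adjusted over the list alone), the latter being PLK2, named by the rule (camera adjusted p = 0.818). Of 17 cholesterol synthesis genes 11 fell (15 adjusted over the list alone), including INSIG1, a regulator of sterol synthesis, at −4.45 ± 0.85 (camera adjusted p = 0.0118, 0.189 with quantile normalization, 0.256 with rows above the median level, and adjusted p = 0.795 with an estimated correlation). Of 54 oxidative phosphorylation genes 5 fell (0 adjusted over the list alone), NDUFV2, NDUFA8, NDUFC1, NDUFS1 and SDHA, named after their values were seen, while the list lay above other genes (camera adjusted p = 0.025, 0.115 with quantile normalization, 0.0539 with the mean of all probe sets, 0.063 with trend and robust options, 0.0982 without IMR-32 DMSO replicate 1, and adjusted p = 0.795 with an estimated correlation). Of 8 metallothionein genes 1 rose, MT2A by 0.69 ± 0.19, and also 1 when adjusted over the list alone (camera adjusted p = 0.00129, and adjusted p = 0.174 with an estimated correlation). Markers of immune cells (15 genes) and of Schwann cells (7 genes) had 0 members past the limma test over all genes or adjusted over the list alone, with medians of −0.11 and −0.11 (camera adjusted p = 0.00129 and 0.0256, and adjusted p = 0.639 and 0.795 with an estimated correlation). With rows above the median level camera gave adjusted p = 0.115 and 0.405, and the call for the Schwann cell markers also ended with quantile normalization (0.0555), with the arrays of the comparison alone (0.0523), without DMSO replicate 1 (0.19) and without 400 nM replicate 1 (0.0939).

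A class of 65 small nucleolar and small Cajal body RNAs, chosen after SNORA65 was seen, had 13 members that rose and 6 that fell in IMR-32 at 400 nM by limma, with a median of 0.19, or 1.28 with quantile normalization. The 48 genes that host them had a median of −1.14, and 20 of them fell. SNORA65 itself, within the span of the ribosomal protein gene RPL12, changed by 4.02 and 4.19 in the 2 Kelly 400 nM arrays and by 3.82 and 3.63 in the 2 IMR-32 arrays. At 100 nM it changed by 3.35 and 3.05 in Kelly and by 3.61 and −0.04 in IMR-32. RPL12 changed by −0.25 in IMR-32 at 400 nM (adjusted p = 0.303, limma). The array labelling starts at poly(A) tails, so these probe sets may report longer transcripts that hold the small RNAs. Which RNA they measured was not tested.

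The replicate arrays of 3 treated groups differed in the size of their response. The tables argue against scaling as the cause, since after quantile normalization the changes of 2 replicates still had at most r = 0.683 in these groups, against 0.927 in IMR-32 at 400 nM. Right labels and an exchange of the Kelly replicate 2 labels between doses cannot be told apart. For the exchange, each replicate 2 lay nearer to replicate 1 of the other dose, at 0.444 and 0.551 times the distance within the dose, and the split of the 4 arrays that it predicts had r = 0.487 with the IMR-32 dose step across genes and set 4391 genes apart by over 0.5 (log2). Against it, the split by label had r = 0.411 and set 212 genes apart, more than a split by replicate number (0.082 and 24 genes), and MED26, picked after its values were seen, followed the labels at 1.30 and 1.03 at 100 nM and −0.36 and −0.33 at 400 nM. So did IER3 (1.34 and 1.08, then 1.78 and 1.76) and SNHG17 (1.25 and 1.32, then 1.94 and 2.20), picked likewise. Of the 37 lists fixed in advance, the medians of 5 were set apart by label, among them the histones (0.19 and −0.01 at 100 nM, 0.38 and 0.45 at 400 nM), of 30 by the split that the exchange predicts and of 2 by replicate number. The rule for reading this test was changed 2 times after its values were seen: the distances alone went with the exchange, the added comparison of the split by label with that by replicate number went against it, and the split that the exchange predicts was then added too. It stays open because 4 arrays have only 3 such splits, which gives no spread for r, and because r also follows the size of the response. The labels were kept, and each comparison of a Kelly dose rests on them. IMR-32 100 nM replicate 2 may hold RNA of cells that did not respond, since its distance to the nearer DMSO array was 0.594 times that between the DMSO arrays. Whether the compound reached these cells stays open, and no biological explanation was tested.

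Histone genes lay above other genes at 400 nM in both lines by camera with a preset correlation, while with an estimated correlation the adjusted p was 0.0494 in IMR-32 and 0.114 in Kelly, so variation between arrays that these genes share stays open in Kelly. Short span and expression level did not account for all of it. The list median was at percentile 100 in Kelly and 100 in IMR-32 among 10000 lists of 52 genes matched on both. Most random medians lay from −0.04 to 0.07 and from −0.30 to −0.20, above the median of all genes (−0.26 and −0.67), so span and level went with part of it. The test takes the genes as independent. With quantile normalization the histone medians were 0.83 and 1.20, against 0.087 and 0.18 for the median gene. Scaling therefore did not account for their place above other genes. Quantile normalization raised the median gene, so it cannot tell whether scaling accounts for the rise of the histone genes themselves. A candidate explanation is that their mRNAs gain poly(A) tails when transcripts are not ended normally, since the labelling starts at poly(A) tails. The study reported polyadenylated histone transcripts from sequencing of poly(A) ends in treated cells. No test of this was run here on the arrays.

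DNA damage response genes lay below other genes at 400 nM in both lines. Span and level did not account for all of it. The list median was at percentile 0 in Kelly and 0 in IMR-32 among 10000 matched lists of 142 genes (lowest random medians −0.77 and −1.60). The middle of the random medians was −0.49 and −1.15, below the median of all genes (−0.26 and −0.67), so span and level went with part of it. The test takes the genes as independent. With an estimated correlation the test gave p = 0.484 and 0.475. It cannot tell whether variation between arrays that these genes share accounts for this, since the correlation (0.675) also comes from groups whose replicates differed. In IMR-32 the list median was −1.63 and −1.63 in the 400 nM arrays, against −0.19 and 0.19 in DMSO. The median gene was at −0.63 and −0.75, against −0.12 and 0.12. The differences seen between the 2 arrays of these groups were too small to account for this there, but 2 arrays measure such variation poorly. Replicates differed more in IMR-32 at 100 nM (−1.51 and −0.15) and Kelly at 400 nM (−1.09 and −0.47). Variation of that size stays open. On these arrays alone, a response of these genes to the compound beyond that of the median gene stays open, and more replicates of each group would be needed. The study gave other evidence, which was not examined here. It reported a larger mean fall of such genes in nascent RNA at an earlier time. It also reported falls of selected genes by qRT-PCR, and with knockdown of CDK12 but not of CDK13.

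For the mean of both lines at 400 nM, the 18 splits of the 8 arrays that are balanced within line are too few for a share under 0.05. In a fit with the line as a covariate the real split, 1 of them, gave 7950 genes and the highest other 0.

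In IMR-32 at 400 nM 7124 genes were lower. That is lower than the value quoted from the study above. The study counts transcripts and does not say which of its lines that value is for, so the comparison may not be like for like. Here the counts were 10021 lower and 166 higher with the arrays of the comparison alone, against 7124 and 72 in the fit to all arrays. Both counts of higher genes lie above the upregulated count quoted from the study.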
